A study of Homo sapiens with 2 samples. Its data were reported in "The Loss of an Orphan Nuclear Receptor NR2E3 Augments Wnt/β‐catenin Signaling via Epigenetic Dysregulation that Enhances Sp1‐β catenin‐p300 Interactions in Hepatocellular Carcinoma" (2024).

How the data were processed

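FAIRE-seq was measured in HepG2 cells, an established human liver cancer cell line. FAIRE (formaldehyde-assisted isolation of regulatory elements) recovers DNA that is not held in crosslinked protein, so that open chromatin is enriched among the sequenced fragments. Cells carried either a scrambled small hairpin RNA (control) or a small hairpin RNA against the nuclear receptor NR2E3 (NR2E3-depleted). Each group had 1 library. Samples were grouped by the treatment given per the labels.

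The authors trimmed the reads with Trimmomatic, aligned them to hg38 with bowtie2, called peaks with HOMER findPeaks under a q-value threshold and annotated them with HOMER annotatePeaks. They deposited 3 lists, holding the peaks common to both libraries, those specific to the control library and those specific to the NR2E3-depleted library. How common and specific peaks were told apart is not stated. Every peak spans 300 bp from start to end. No correction of the peak calls for copy number or for an input library is stated.

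The peak score in the deposited lists is the authors' own value, a scaled tag number per peak. Allowing for the rounding of the listed scores, scores under 10 were whole multiples of 1 step per list for 100% of peaks. The step was 0.407 in the control-specific and common lists and 0.507 in the NR2E3-depleted-specific list. The common list therefore carries scores on the control scale, and scores of common peaks in the NR2E3-depleted library were not analysed here. If the scale is 10 M (mega) tags, the HOMER default, the libraries held 24.6 M (control) and 19.7 M (NR2E3-depleted) tags. The scale is not stated, so these depths are inferred. The ratio of the depths needs only that both libraries share a scale.

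Peak numbers, annotation classes and distances to the transcription start site (TSS) were taken from the deposited annotation. The promoter class is the one HOMER assigned. The peaks of a library were its specific peaks plus the common peaks. Shares carry exact Clopper-Pearson 95% intervals, differences of shares carry intervals built from these by Newcombe's method, and ratios of peak numbers carry exact binomial intervals. All intervals cover counting error only and treat peaks as independent, although peaks cluster along the chromosomes. The interval of the ratio of all peaks also ignores that common peaks count in both libraries. With 1 library per group no test between the conditions was possible and no p-value was computed.

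Chromosome lengths without undetermined bases, sequences around peak centres and protein-coding genes came from hg38 with GENCODE release 44. A chromosome was called dense when it held over 3 times the median number of control-specific peaks per Mb over chromosomes 1 to 22 and X. Promoter windows for comparison with random positions ran from 1000 bp upstream to 100 bp downstream of TSSs. These were the TSSs of all transcripts tagged basic, from protein-coding and long non-coding RNA genes. Motifs were searched on both strands within 100 bp of the peak centre, as GGGCGG for Sp1, CCAATSR for NFY and CCMCRCCC for KLF, where S, R and M are the standard codes for C or G, A or G, and A or C. The interval of the difference in median GC content came from 1000 bootstrap samples. Matching on GC content used classes of 5 percentage points.

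A list of 42 genes of Wnt/β-catenin signalling was written from memory of a public gene set before the data were examined, and its membership was not checked against that set. All 42 symbols matched the gene table. Its counts were placed among 10000 random lists drawn from the 13858 genes nearest to any peak, as a description of these libraries. Of the listed genes, 26 were nearest to a peak, and random lists had that size.

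NR2E3 and 10 further genes were fixed before the data were examined. Of these, JAG1, PPARD, DKK1, GNAI1 and HEY1 were the focus of the study. The study chose them in part for depleted-specific FAIRE peaks in these same libraries. For named genes outside this fixed list, only the rules of choice were fixed beforehand, and the genes came from the data. The rules took the 3 promoter peaks with the highest score in each list and the 5 genes with the largest difference in specific peak numbers in each direction. They also took listed Wnt genes with a specific promoter peak. Alternatives covered the chromosomes used, the score threshold, merging of neighbouring peaks, the distance at which specific peaks were taken as shared, the promoter definition, the motif window and consensus, and matching on GC content. Alternatives based on dense chromosomes or on weighting, and random Wnt lists from all protein-coding genes, were chosen after the data were seen.

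The calculations were tested on simulated data. In the lists of 41791 specific peaks, a promoter share difference of 4 points planted within chromosomes was recovered as 3.87 points after weighting by chromosome, against 6.64 points without weighting. Of 2000 simulated windows, 100% of those with a planted Sp1 motif were found. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.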

Results

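FAIRE-seq peak lists of HepG2 cells were compared between a control library and an NR2E3-depleted library, to ask how loss of NR2E3 changes the number, position and sequence of open chromatin sites. There was 1 library per group, so none of the differences below has a replicate check. Intervals are 95% intervals that cover counting error only. Inferred depths were 24.6 M (mega) tags in the control library and 19.7 M tags in the NR2E3-depleted library. A peak at the median score rested on 14 tags in the control-specific list, with a Poisson interval of 7.65 to 23.5. The median was 12 tags in the depleted-specific list, with an interval of 6.20 to 21.0. Single peaks were therefore measured with low precision.

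NR2E3, the targeted gene, lies on chromosome 15 from 71792638 to 71818259 (hg38). No promoter peak was listed for it. A single peak had NR2E3 as its nearest gene, a depleted-specific peak from 71801138 to 71801438, which the deposited annotation classed as intergenic although it lies within the gene's span in GENCODE. FAIRE does not measure the transcript, so the depletion itself was not assessed by these lists.

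The first comparison asked whether the NR2E3-depleted library held more peaks. The lists held 14368 common, 16236 control-specific and 25555 depleted-specific peaks. The control library thus had 30604 peaks and the NR2E3-depleted library had 39923, which is 30.5% more. The ratio was 1.30, with an interval of 1.29 to 1.32 that ignores the common peaks shared by both totals. Leaving out the 6 chromosomes dense in control-specific peaks moved the ratio most, to 1.73. Common peaks made up 46.9% of the control library (46.4% to 47.5%) and 36.0% of the NR2E3-depleted library (35.5% to 36.5%). Depleted-specific peaks outnumbered control-specific peaks by a ratio of 1.57 (1.54 to 1.61).

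The overlap of the libraries depended on the score. Of control-library peaks with a score under 5, 26.6% were common (24.4% to 28.9%). The share rose to 45.9% for scores from 6 to 7 and to 96.7% (95.6% to 97.6%) for scores of 10 or more. Among control-specific peaks only 45 reached a score of 10. Many specific peaks lay close to a peak of the other library. Within 1000 bp of one were 4428 control-specific peaks (27.3%) and 4829 depleted-specific peaks (18.9%). The numbers to be found from peak density alone were not computed, so this closeness does not show shared sites.

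**Figure D1:**
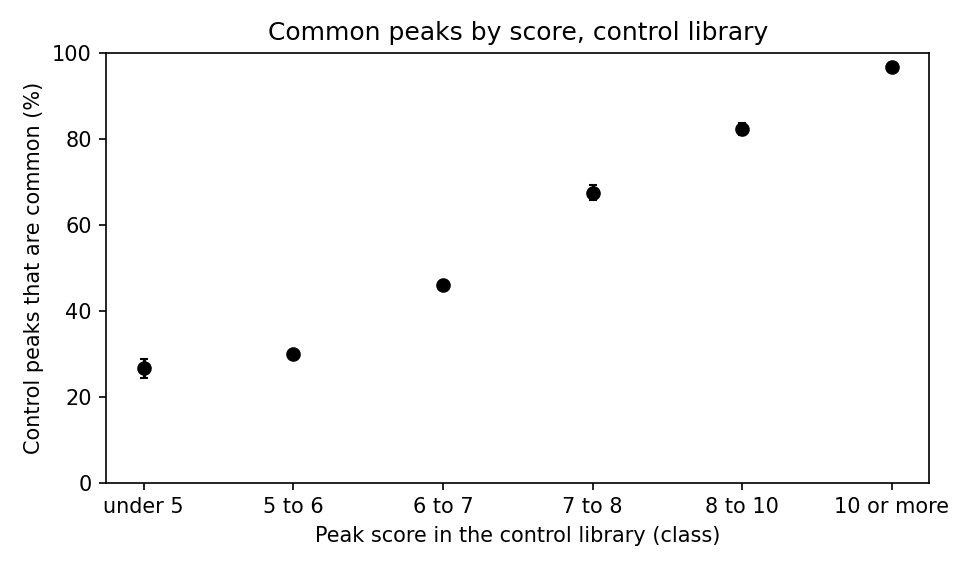
Share of control-library peaks that were common to both libraries (y axis, percent) by class of the peak score in the control library (x axis); bars are exact 95% intervals. The share rises from 26.6% under a score of 5 to 96.7% at 10 or more.

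The second comparison asked whether the additional peaks fell in promoters. Promoter peaks made up 11.1% of depleted-specific peaks (2838 peaks, 10.7% to 11.5%) and 5.54% of control-specific peaks (900 peaks, 5.20% to 5.91%). The difference was 5.56 percentage points (5.03 to 6.09). Its size depended on how the lists were weighted. It fell to 0.478 points when both lists were weighted to the same 5 Mb bins and scores, the setting that moved it most. The number of depleted-specific promoter peaks was 3.15 times that of control-specific promoter peaks (2.92 to 3.40). The stricter score threshold moved this ratio most, to 5.21, but it kept 75.9% of depleted-specific and 45.8% of control-specific peaks. Common peaks had the highest promoter share, 23.98% (23.3% to 24.7%). Over all peaks of each library the shares were closer, 14.2% in the control library and 15.7% in the NR2E3-depleted library. Promoter peaks accounted for 20.8% of the 9319 additional peaks. Intergenic peaks made up 43.0% of control-specific and 40.0% of depleted-specific peaks. Intronic peaks made up 46.2% and 44.1%.

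**Figure D2:**
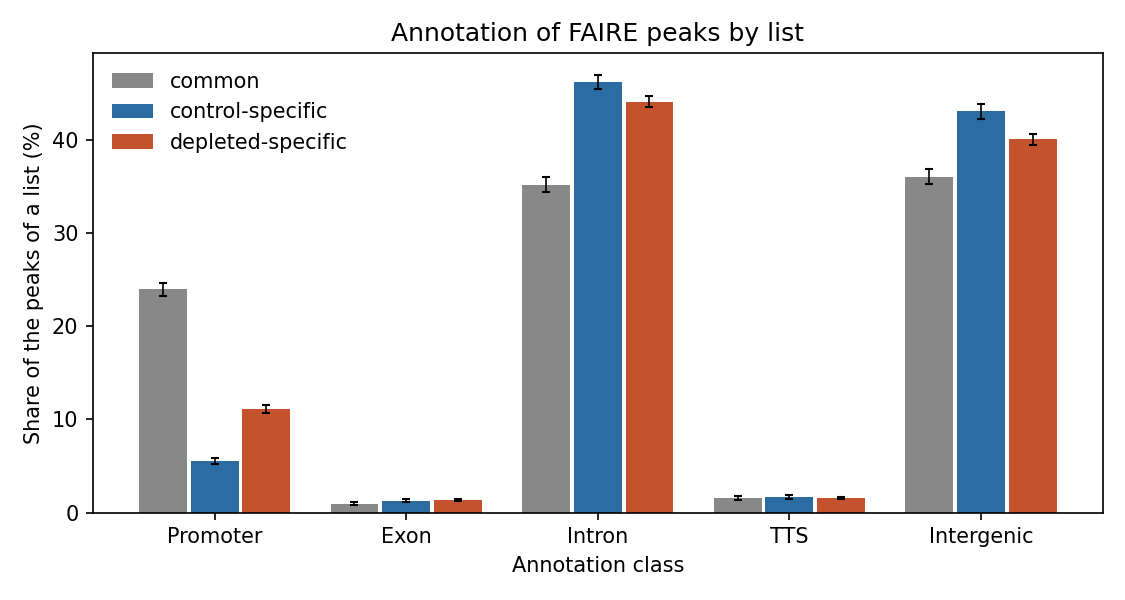
Share of peaks (y axis, percent of each list) in 5 annotation classes (x axis) for the common, control-specific and depleted-specific lists; bars start at 0 and error bars are exact 95% intervals. The promoter share was 23.98%, 5.54% and 11.1% in these lists.

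At the level of genes, 2735 genes had a depleted-specific promoter peak and 881 had a control-specific one. Of these, 2456 genes had promoter peaks in the depleted-specific list alone and 660 in the control-specific list alone.

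Peaks were spread unevenly over the genome. Chromosomes 2, 6, 14, 16, 17 and 20 were dense in control-specific peaks. They hold 25.1% of the sequence of chromosomes 1 to 22 and X, but 81.6% of control-specific, 65.9% of depleted-specific and 65.8% of common peaks. The lowest density among them was 7.99 control-specific peaks per Mb, and the highest on any other of these chromosomes was 3.24. On chromosome 14, the segment from 20 to 45 Mb held 96.2% of the control-specific and 89.9% of the depleted-specific peaks of that chromosome. This segment was picked after the peak numbers were seen.

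**Figure D3:**
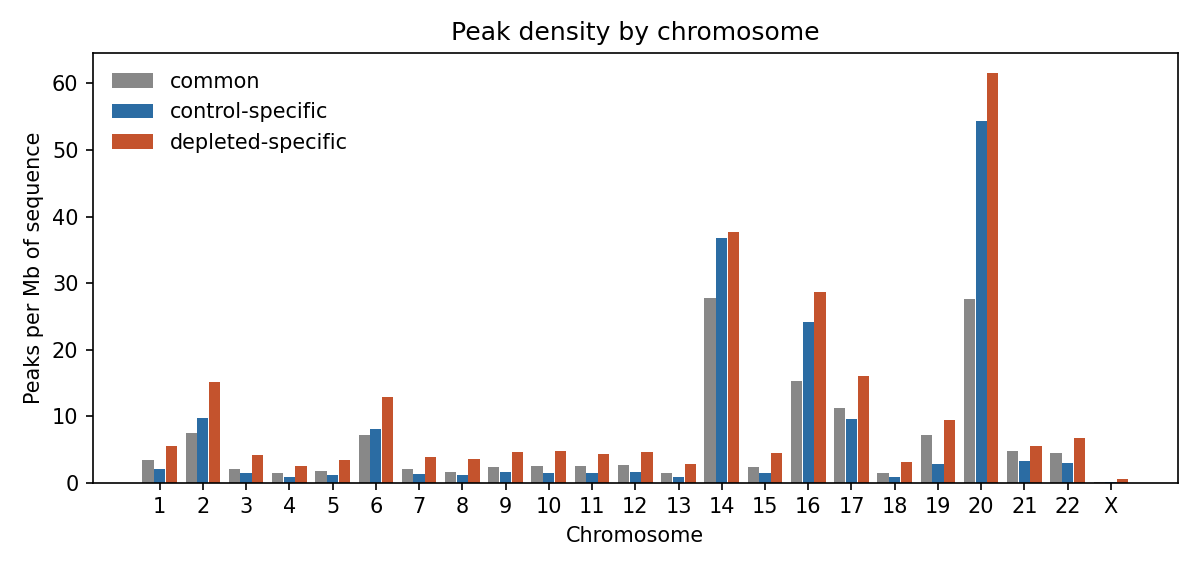
Peaks per Mb of sequence (y axis) on chromosomes 1 to 22 and X (x axis) in the 3 lists. Chromosomes 2, 6, 14, 16, 17 and 20 stand above the rest in the control-specific list, with at least 7.99 peaks per Mb against at most 3.24.

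Both comparisons were repeated on each set of chromosomes. On the dense chromosomes the specific peak ratio was 1.27 (1.24 to 1.30). On the other 17 chromosomes it was 2.93 (2.81 to 3.05). The promoter share difference was 2.01 points (1.55 to 2.47) on the dense chromosomes, from 3.37% to 5.38%. On the other chromosomes it was 6.94 points (5.34 to 8.50), from 15.3% to 22.3%. The promoter share was higher in the depleted-specific list on all 23 chromosomes, by 0.376 to 32.1 points, and the intervals of the shares were separate on 7 of them.

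**Figure D4:**
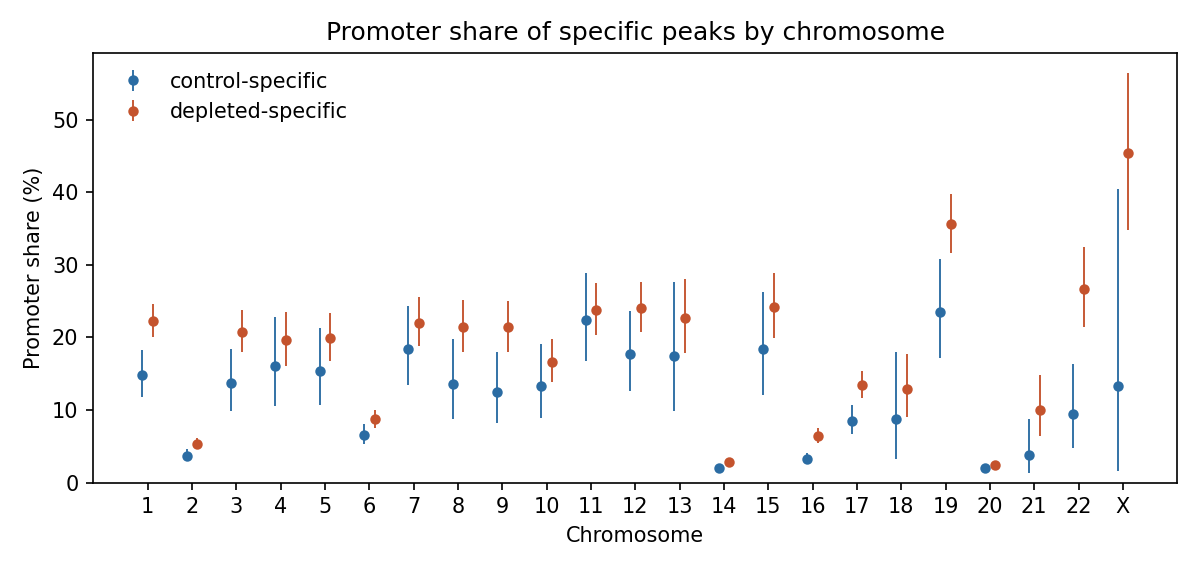
Promoter share of control-specific and depleted-specific peaks (y axis, percent) by chromosome (x axis); points are shares and bars are exact 95% intervals. The depleted-specific share is the higher one on all 23 chromosomes, with separate intervals on 7.

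The third comparison concerned genes of Wnt/β-catenin signalling. Of 42 listed genes, 4 had a depleted-specific promoter peak (CSNK1E, HDAC5, JAG1 and SKP2). This number lay at percentile 30.8 of the random lists, whose mean was 5.11. Counting peaks of any class moved it most, to 19 genes. A control-specific promoter peak was found for 3 genes (DVL2, MYC and RBPJ). With peaks of any class, 19 listed genes had a depleted-specific and 18 a control-specific peak, a difference of 1 gene. The stricter score threshold, which kept a larger share of the depleted-specific list, raised this difference to 7 genes. Both kinds of peak were found for 12 genes.

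JAG1 lies on the minus strand of chromosome 20 from 10637684 to 10673999 (hg38). It was the nearest gene of 4 common, 10 control-specific and 12 depleted-specific peaks. The depleted-specific promoter peak, from 10674758 to 10675058, had its centre at -909 bp from the TSS (upstream) and had a score of 10.6. A common promoter peak lay from 10673948 to 10674248. The promoter of JAG1 was therefore listed as open in both libraries, and chromosome 20 is among the dense chromosomes.

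**Figure D5:**
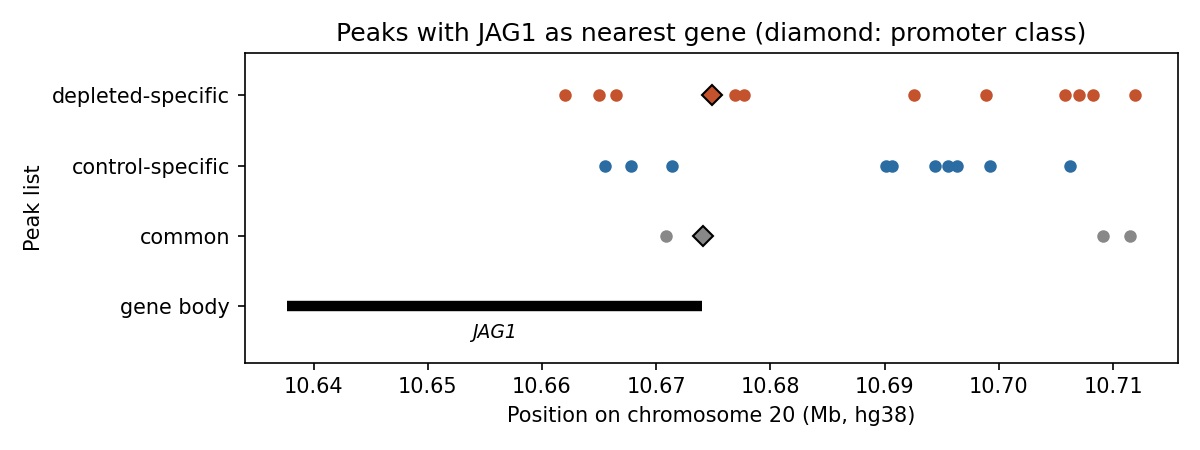
Peaks with JAG1 as nearest gene (points) by list (y axis) along chromosome 20 (x axis, Mb, hg38), with the gene as a black bar; diamonds are promoter peaks. The 10 control-specific and 12 depleted-specific peaks are interspersed, and both the common and the depleted-specific list have a promoter peak.

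PPARD, on chromosome 6 from 35342558 to 35428191, had 3 common, 1 control-specific and 5 depleted-specific peaks. Its promoter peak, from 35342322 to 35342622, was common to both libraries, and none of the depleted-specific peaks was in the promoter class. DKK1 had 2 depleted-specific peaks, both intergenic. GNAI1 had 2, in introns 1 and 5 of 7, and HEY1 had 1, which was intergenic. None of these 3 genes had a promoter peak in any list. Thus 1 of these 5 Wnt genes, JAG1, had a depleted-specific promoter peak. The study selected the 5 genes in part by depleted-specific peaks, so that each had such a peak of some class is no independent result. SP1 had a common promoter peak on chromosome 12 from 53379648 to 53379948. EGFR, EPCAM and CTNNB1 had specific peaks outside promoters, and EP300 had no listed peak.

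The highest-scoring promoter peaks of the common list were on the mitochondrial chromosome, with scores of 3486.6, 3051.1 and 2380.5. Those of the control-specific list were at TINF2, POLDIP2 and NAPA, each with a score of 10.2. Those of the depleted-specific list were at PGK1 (chromosome X, 78103874 to 78104174, score 30.4), DCAF11 (chromosome 14, 24114532 to 24114832, score 23.8) and PHF14 (chromosome 7, 10973151 to 10973451, score 17.2). Tags at PGK1 were not separated from any vector sequence in the cells. The largest excess of depleted-specific over control-specific peaks was at NPAS3 (25 peaks), followed by MIR663AHG (24), STXBP6 (24), LINC02167 (21) and LRFN5 (20). The differences in the other direction were -24 peaks at LOC105370401, -17 at CHD6 and -15 each at EGLN3, NFKBIA and RNU6-1. All 10 genes lie on dense chromosomes (14, 16 and 20). The value for RNU6-1 reflects naming. The same TSS, at 32202045 on chromosome 14, was named RNU6-1 for 15 control-specific peaks and RNU6-2 for 12 depleted-specific peaks.

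The last comparison asked whether binding sequences of Sp1, NFY and KLF factors were more frequent in depleted-specific promoter peaks. An Sp1 motif was found in 56.4% of depleted-specific and 38.0% of control-specific promoter peaks, a difference of 18.4 points (14.7 to 22.1). The difference outside promoters, the alternative that moved it most, was 1.18 points. The shares there were low in both lists, 4.38% of depleted-specific and 3.20% of control-specific peaks. NFY motifs were found in 20.05% and 14.1%, a difference of 5.94 points (3.09 to 8.62). KLF motifs were found in 37.1% and 27.1%, a difference of 9.99 points (6.48 to 13.4). Matching on GC content brought the KLF difference to -0.103 points (SE 1.49). Common promoter peaks held Sp1 motifs in 55.7%, NFY motifs in 28.5% and KLF motifs in 34.2%. The median GC content was 64.7% in depleted-specific and 57.7% in control-specific promoter peaks, a difference of 6.97 points (5.47 to 7.96). It was 43.8% in both lists outside promoters.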

Values the study reported

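The study reported that the number of FAIRE peaks was about 30% higher in NR2E3-depleted HepG2 cells than in control cells.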

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

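The weightings, the splits into dense and other chromosomes, and the random Wnt lists from all protein-coding genes were tests chosen after the results were seen. The other alternatives were fixed before the data were examined. Of all alternatives, 34 left a value within its counting interval or within 1.5 times its count, 41 moved it and 1 reversed it. Leaving out a replicate was not possible with 1 library per group. No paired analysis was possible because each group had 1 library and no result comes from a test.

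The direction of both peak number ratios, the promoter share difference and the promoter peak number ratio held under every alternative run, while their sizes moved. No alternative set a threshold of equal tag numbers. With the stricter score threshold the ratio of all peaks was 1.66, the specific ratio 2.61, the promoter difference 6.25 points and the promoter ratio 5.21. This threshold, a score of 6.08, is not equal for the libraries. It kept 75.9% of depleted-specific peaks, from 12 tags up, but 45.8% of control-specific peaks, from 15 tags up, so higher ratios follow in part from its construction. From 15 tags up the control-specific list held 7429 peaks. The upper quartile of depleted-specific scores was 7.1, or 14 tags, so fewer than 7429 of the 25555 peaks reached 15 tags. At this equal tag number the specific ratio would therefore reverse, although such a cut favours the control library, whose inferred depth was higher. Common peaks carry control scores only. Taking specific peaks within 500 bp of the other library as shared gave a specific ratio of 1.68, a promoter difference of 6.12 points and a promoter ratio of 3.65. Within 1000 bp these were 1.76, 6.56 points and 3.94. The ratio of all peaks cannot change under these settings by their construction. Without the 6 dense chromosomes the ratio of all peaks was 1.73, the specific ratio 2.92, the promoter difference 6.97 points and the promoter ratio 4.26. On the dense chromosomes alone these were 1.16, 1.27, 2.01 points and 2.03.

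Promoters taken as peaks within 500, 1000 or 3000 bp of a TSS gave promoter ratios of 3.47, 2.85 and 2.18. Keeping the 16236 depleted-specific peaks with the highest scores, as many as there were control-specific peaks, gave a promoter difference of 7.76 points and a promoter ratio of 2.4. This choice by score raised the promoter share of the depleted-specific peaks from 11.1% to 13.3%, as that share was 5.36% at scores under 5 and 34.9% at 10 or more. With protein-coding nearest genes alone the difference was 6.65 points. For the protein-coding and distance settings the cause was not tested.

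The promoter difference was smaller with lists weighted to the same chromosomes (2.77 points), 5 Mb bins (2.29), scores (3.30), chromosomes and scores (0.886), or 5 Mb bins and scores (0.478). With chromosomes and tag numbers it was 4.78 points, and with tag numbers alone it rose to 8.51 points. Across these 7 weightings it stayed above 0, but its size was not fixed by the data. The lower bound under 5 Mb bins and scores was 0.0315 points, from an interval that ignores the clustering of peaks.

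The count of Wnt genes with a depleted-specific promoter peak was 19 with peaks of any class, which follows from the wider definition. Its percentile was 30.1 among random lists matched on peaks per gene and 35.25 among lists from all protein-coding genes, against 30.8 as reported. The difference between the lists was 7 genes with the stricter score threshold, which kept a larger share of the depleted-specific list. Outside promoters the motif differences were 1.18 points for Sp1, 0.796 for NFY and 0.486 for KLF. The depleted-specific and control-specific shares there were also lower than in promoters. They were 4.38% and 3.20% for Sp1, 7.40% and 6.60% for NFY, and 5.13% and 4.64% for KLF. For Sp1 the difference was 3.67 points after matching on GC content, 7.83 with the longer consensus and 13.8 without the dense chromosomes. For KLF, matching on GC content reversed the sign, to -0.103 points, a value within its SE of 1.49. The GC content difference in promoters stayed within its interval under its 3 alternatives. At 12 to 14 tags in a median specific peak, the presence or absence of a single peak of that height is not a firm difference between libraries.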

Other observations

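Of 14 tests reported here, 5 were predicted before their result was seen: those on random positions, the shared profile, enrichment, GC content for Sp1, and matched Wnt lists. The tests on depth, overlap by score, dense chromosomes, weighting and PGK1 were chosen after the result was seen. Matching on GC content was fixed beforehand for all 3 motifs, but its use as a test of a cause for NFY and KLF was chosen after the result was seen. NR2E3 depletion stays open as an untested biological explanation for each difference between the libraries, since library and condition coincide.

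The NR2E3-depleted library had more peaks although its inferred depth was lower. Its tag number was 0.802 times that of the control library, if both scores share a scale. This argues against greater depth as the source of the additional peaks. The share of mitochondrial tags was not analysed here, so nuclear depth stays unknown. Quality of enrichment in each library also stays open.

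More than 50% of control-library peaks were control-specific, and peaks near the calling threshold are a candidate explanation. The common share reached 96.7% among control peaks with a score of 10 or more, as this explanation needs. For control-specific peaks, 45 of which had such a score, many may thus reflect the threshold in place of a site open in 1 library alone. The depleted-specific list held 682 peaks with a score of 10 or more, 34.9% of them in promoters. Whether the threshold accounts for these could not be tested, as common peaks carry control scores only.

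The density of peaks on chromosomes 2, 6, 14, 16, 17 and 20 may come from additional DNA copies in HepG2 cells, which raise background against a threshold set for the whole genome. The dense chromosomes were picked on the control-specific list, so the rise in that list was fixed by the selection. From other to dense chromosomes, depleted-specific peaks outside promoters rose 7.06-fold per Mb, but promoter peaks per gene rose 1.23-fold, a ratio of 5.73. For common peaks the folds were 7.44 and 2.56, a lower ratio of 2.90. The profile was shared by both libraries in the ranking of bins. Over 619 bins of 5 Mb, control-specific and depleted-specific peak numbers correlated with a Spearman rho of 0.923, against 0.542 and 0.616 with gene numbers. The steepness was not shared. Control-specific peaks outside promoters rose 15.2-fold per Mb, in part by the selection. The ratio of all peaks was 1.16 on the dense and 1.73 on the other chromosomes. Copy number shared by both libraries leaves this gap unexplained. Bins are not independent replicates. Copy number was not measured here. If these peaks were background spread evenly over the sequence, their centres would fall in promoter windows as often as random positions. On the dense chromosomes the control-specific peaks did so 2.28 times as often (2.11 to 2.46), above the value of 1 for random positions. This argues against evenly spread background as the source of all these peaks, with an interval that covers counting error only. Uneven background could not be tested without input reads. The value lay below the 9.68 of common peaks, so this test left undecided what part of them is background.

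The higher promoter share of depleted-specific peaks was not removed by chromosome make-up alone (2.77 points left) or by scores alone (3.30 points left), which argues against either as the whole source. Both together left 0.478 points with 5 Mb bins and scores, but chromosomes and tag numbers left 4.78 points. As the scale of the scores is not stated, this joint explanation cannot be told apart from a real difference. Higher enrichment of open chromatin in the NR2E3-depleted library is a further candidate explanation. It predicted that depleted-specific promoter peaks resemble common ones. For Sp1 motifs they did, with a difference of 0.744 points (-1.74 to 3.23). NFY motifs differed by -8.48 points and KLF motifs by 2.91 points, so the outcome was mixed and stays open.

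GC content may account for part of the motif differences. After matching on GC content, 3.67 points (SE 1.46) of the Sp1 difference and 3.81 points (SE 1.38) of the NFY difference were left. This argues against GC content in classes of 5 points as their whole source. Differences in GC content within a class were not removed, so they stay open as a source of the rest. The KLF difference was -0.103 points (SE 1.49), so GC content alone is consistent with it.

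The 19 listed Wnt genes with a depleted-specific peak lay at percentile 57.9 of random lists of genes near peaks and at percentile 30.6 of lists matched on peaks per gene. Among lists from all protein-coding genes, whose mean was 15.2 genes, they lay at percentile 88.7. None of these showed an excess beyond the middle 95% of random lists. The control-specific list differed. Its 18 listed genes lay at percentile 99.2 of matched lists, whose mean was 12.8, and this was the highest matched percentile among 8 measures of the Wnt list. No explanation for it was tested.

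The depleted-specific promoter peak at PGK1 had a score of 30.4, while the next depleted-specific peak on chromosome X had 9.13. For the strong depleted-specific promoter peak at PGK1, a PGK promoter in the lentiviral vector is a candidate explanation, in which case the peak is no open site at the gene. The control cells also received lentiviral particles, and the control library had 0 promoter peaks at PGK1. Whether both vectors were the same is not stated and their sequence was not analysed here, so an origin in the vector cannot be told apart from one in the gene.

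Gene names also differed between lists at 6 TSS positions, counting names with at least 3 peaks, so peak numbers by gene name are not comparable there.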
